A study of Mus musculus with 4 samples. Its data were reported in "Nuclear microRNA 9 mediates G-quadruplex formation and 3D genome organization during TGF-β-induced transcription" (2024).

How the data were processed

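Total RNA of MLg mouse lung fibroblasts was sequenced under 4 conditions, control antagomiR (Ctr), antagomiR against miR-9-5p (miR-9-LOF), control antagomiR with TGFB1, and both treatments, with 1 library each. The groups were taken from the sample titles. The submitters' texts differ on the treatment: their protocol gives 60 nM antagomiR and harvest after 24 h, with 5 ng/ml TGFB1 for the last 4 h, whereas the series' design text gives 10 nM and 48 h. Which of these applies to the libraries was not settled here. The titles point to ribosomal RNA depletion.

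The authors sequenced single-end reads on an Illumina NextSeq instrument and trimmed them with Trimmomatic (0.36 in the submitters' processing notes). They aligned the reads to mm10 with Bowtie2 and counted reads in the exons of RefSeq transcripts with HOMER, on both strands and without adjustment for depth. Versions of Bowtie2, HOMER and edgeR are not given in the sources used here. A read in an exon shared by isoforms counts for each of them, and a read of overlapping or antisense genes cannot be assigned to 1 strand. The deposited counts are whole numbers per transcript. The deposited RPKM values were made by the authors with edgeR, per kilobase of transcript and scaled to a library total that includes Rn45s, and 1 was added to every value. The deposited log2 fold changes are ratios of these values to the control library, and recomputation from the RPKM values gave the same folds to within 1.36e-14. A deposited length column gives nucleotides per transcript.

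The table held 25388 transcripts (23315 with protein-coding and 2073 with non-coding accessions) of 12767 symbols. Every transcript had 21 or more reads over the 4 libraries, 5737 symbols had several transcripts, and 90 symbols shared all 4 counts with another symbol. For gene-level results the transcript with the highest mean RPKM stood for its symbol. Library totals, worked out from the deposited counts, lengths and RPKM values, were 27416665, 14719887, 21807187 and 19019174 in the order above. The counts analysed here summed to slightly less, 27413486, 14718397, 21805102 and 19017357. The counts of a transcript set the precision of its ratio, which is lowest in the miR-9-LOF library. A ratio of RPKM is given with its exact 95% binomial interval from the counts, a share of counts with its Clopper-Pearson interval, and a median with a bootstrap interval over genes (10000 draws), all of which leave out variation between cultures.

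The limit was the log2 fold change of 0.58 stated by the study, on the log2(RPKM + 1) scale, which understates changes of low transcripts. Transcripts entered a comparison with a mean RPKM of 1 or more over its 2 libraries. Each condition had 1 library, so no test between conditions was made and no p-value is given. An additive fit of both treatments over the 4 libraries, which would leave 1 residual degree of freedom, was not run. Comparisons were miR-9-LOF over control, TGFB1 over control, TGFB1 with miR-9-LOF over TGFB1, TGFB1 with miR-9-LOF over miR-9-LOF, and TGFB1 with miR-9-LOF over control. The first 3 were fixed, with the limit, filters, gene lists and alternatives, before the data were examined, and the last 2 were added later.

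Gene groups were 28 lists: study-selected miR-9 targets, TGF-beta pathway components, TGF-beta response genes, collagens and matrix, contractile and cytoskeletal genes, cell cycle, histones, cytosolic ribosomal proteins, mitochondrially encoded genes, nuclear-encoded respiratory chain, interferon response, immediate early genes, inflammatory and NF-kB genes, p53 targets, unfolded protein and amino acid stress, cholesterol synthesis and uptake, super-enhancer factors, H3K4 methylation, G-quadruplex helicases and binders, small RNA machinery, miR-9-5p targets known from other cells, fibroblast, epithelial, endothelial and leukocyte markers, structural and nuclear noncoding RNAs, small nucleolar RNAs and microRNA precursors. The median of a list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, and stood apart below percentile 2.5 or above 97.5. This percentile describes these libraries and is no test of the condition. A second matching used 10 expression bins and 5 bins of transcript length. Lists with fewer than 5 measured genes got no percentile: the histone pattern, which used older symbols, and the mitochondrially encoded pattern matched 0 genes, 1 epithelial and 2 leukocyte markers were measured, and 0 endothelial markers. Histones under newer symbols and genes of the NRF2 oxidative stress response were added as 2 lists after the data were seen.

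Genes named in the text follow a rule: the 10 protein-coding genes with the largest decrease and the 10 with the largest increase among genes with a mean RPKM of 5 or more; the 2 largest each way among non-coding transcripts of 200 nt or more; the study-selected genes Zdhhc5, Ncl, Lzts2, Hdac7 and Ep300, Malat1 and hosts of miR-9 precursors; and up to 4 members of each list with the largest change. Changes of genes picked for their size in 1 pair of libraries are expected to be smaller in another. Prap1, Mir9-1, Mir9-2, Mir9-3 and Mir9-3hg, which the rule also named, were not analysed here. Some genes named in 1 comparison are also followed into the others, and some that the rule names are not reported here.

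Coordinates are those of the RefSeq annotation of GRCm38, the assembly called mm10, in which 99.8% of transcripts were found by accession. 3′ UTRs and GC content came from GENCODE vM21, with 80.3% of transcripts matched by accession and 99.3% by accession or symbol. Genes whose 3′ UTR held a match to bases 2 to 8 of miR-9-5p were compared with genes that had a 3′ UTR and no shorter match, in random lists matched on expression and UTR length. Genes with no annotated 3′ UTR were not searched.

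Alternatives were pseudocounts of 0.1 and 0.01; no filter and filters of 0.1 and 5 RPKM; folds centred on their median, upper-quartile scaling, a trimmed mean of log ratios (30% of folds and 5% of levels), and equal protein-coding totals; 1 transcript per symbol, the most abundant or the longest; a limit of 1; transcripts of 300 nt or more; the authors' fold column; and CPM from the counts with 10 or more reads. Added after the data were seen were totals without Rn45s, totals without Rn45s, Mir6236 and Lars2, and thinning of all libraries to the smallest total, the last chosen before its own result was known. Mir6236 and Lars2 were chosen because their shares of the counts rose with that of Rn45s, and whether their reads are ribosomal was not tested.

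Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and random seed 1. The calculation was tested on simulated counts for miR-9-LOF over control with 9467 genes, of which a part was changed. The changed genes were drawn only among those with 5 RPKM or more in the control library, with counting noise alone. Of the genes changed by 2-fold 100% were called, and of those changed by 4-fold 100%. This says nothing of changes in lower genes, which the comparisons admit from a mean RPKM of 1. Of unchanged simulated genes 0.345% were called, and 3% of random lists lay outside the percentile limits. These shares hold for the simulated counts only and are not error rates of the comparisons between libraries. Variation between cultures cannot be known from 1 library per condition, and the calls there depend on the scaling.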

Results

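The data were total RNA sequencing libraries of MLg cells, a fibroblast line derived from mouse lung, that had been transfected with a control antagomiR or with an antagomiR against miR-9-5p. An antagomiR is a chemically modified antisense oligonucleotide that blocks a mature microRNA, and its use here is called miR-9 loss-of-function (miR-9-LOF). Each transfection was sequenced without and with transforming growth factor beta 1 (TGFB1), a cytokine that drives matrix production and contractility in fibroblasts, which gave 4 conditions with 1 library each. No condition therefore had a replicate, and nothing stated whether the libraries came from separate cultures. The transcript counts summed to 27413486 in the control library, 14718397 after miR-9-LOF, 21805102 after TGFB1 and 19017357 after TGFB1 with miR-9-LOF. By the library totals behind the RPKM values, the control library was 1.86 times as deep as the miR-9-LOF library, and the median count per transcript was 234, 108, 188 and 157 in the same order. The table held 25388 RefSeq transcripts of 12767 gene symbols. Values below are log2 ratios of RPKM + 1 unless called ratios, and "rose" and "fell" mean a log2 change of 0.58 or more in either direction, which is a ratio of 1.49. Intervals of ratios and shares are 95% intervals that cover counting error only and leave out variation between cultures. They may be too narrow even for counting error, since reads without molecular identifiers are not independent molecules.

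Transcripts that took many reads differed between the conditions. Rn45s, the precursor of the ribosomal RNAs that depletion is meant to remove, took 17.9% of all counts in the control library, 27.4% after miR-9-LOF, 15.3% after TGFB1 and 21.4% after TGFB1 with miR-9-LOF. The shares of Mir6236 and Lars2 rose after miR-9-LOF with that of Rn45s: Mir6236 went from 0.684% to 4.55% of counts without TGFB1 and from 0.441% to 5.23% with TGFB1. Together the 3 genes took 19.2% (19.2 to 19.2, exact binomial) of counts in the control library, 34.1% (34.1 to 34.2) after miR-9-LOF, 16.4% (16.4 to 16.4) after TGFB1 and 28.9% (28.9 to 29.0) after TGFB1 with miR-9-LOF. A read shared by isoforms counts for each of them, so these are shares of transcript counts and not of reads. The intervals of the 3 genes also rest on repeated reads of Lars2. With 1 transcript per symbol the counts summed to 15881021, 9601822, 12254709 and 11795456 in the same order, of which Rn45s took a larger share. RPKM divides every transcript by the library total, so the shares of transcript counts enter each value below.

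To see how transcription depended on miR-9 in unstimulated fibroblasts, the miR-9-LOF library was compared with the control library. Genes of the contractile apparatus and of the extracellular matrix were lower after miR-9-LOF, whereas interferon response genes were higher. The smooth muscle actin Acta2 dropped from 360 to 164 RPKM (ratio 0.457, 0.444 to 0.470), the actin nucleator Lmod1 from 12.1 to 4.23 RPKM (ratio 0.350, 0.305 to 0.402), and the matrix glycoprotein Thbs1 from 927 to 422 RPKM (ratio 0.456, 0.450 to 0.461). In the other direction, the interferon-induced gene Ifit1 was 9.43-fold higher (7.78 to 11.5) and the chemokine gene Ccl5 went from 3 to 152 reads, a ratio of 94.4 with a wide counting interval of 31.7 to 463. In mm10, Acta2 lies on chromosome 19 from 34240336 to 34255585, Lmod1 on chromosome 1 from 135324813 to 135368065 and Ccl5 on chromosome 11 from 83525778 to 83530518.

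Among 18446 transcripts with a mean RPKM of 1 or more, 1314 fell and 270 rose, so that 83.0% of the changed transcripts were lower (81.0 to 84.8, exact binomial over transcripts, which share reads between isoforms). The median over all of them was -0.18, with quartiles of -0.36 and 0.01. Counted by gene, 624 of 9291 fell and 189 rose. This split depended on the scaling between the libraries. With the folds centred on their median 321 transcripts fell and 589 rose (35.3% lower), with upper-quartile scaling 410 and 523 (43.9%), with a trimmed mean of log ratios 284 and 698 (28.9%), and with equal protein-coding totals 456 and 507 (47.4%). With library totals taken without Rn45s, 384 fell and 545 rose (41.3%), and without Rn45s, Mir6236 and Lars2, 204 fell and 856 rose (19.2%). At a log2 limit of 1, 56 fell and 104 rose (35.0%). The scale of the miR-9-LOF library relative to the control differed from that of RPKM by between -0.16 and -0.29 under these scalings, and medians of the lists outside the percentile limits in this comparison are therefore also given relative to the median of all genes.

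The contractile and cytoskeletal genes formed the group with the lowest median. Of 20 measured members 14 fell and 0 rose, with a median of -0.80, or -0.63 relative to all genes, and none of 10000 random lists matched on expression had a lower median (percentile 0). Besides Acta2 and Lmod1, the non-muscle myosin heavy chain gene Myh10 (-1.30, ratio 0.393) and Tagln, which encodes transgelin (-1.12, 93.7 to 42.5 RPKM), were among them. Mylk, the gene of myosin light chain kinase, fell by 1.14 on the log2 scale. With totals that left out Rn45s, Mir6236 and Lars2, 9 of the 20 still fell and the percentile stayed at 0.

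Of 35 measured collagens and matrix genes, 13 fell and 0 rose, with a median of -0.53 (-0.36 relative to all genes, percentile 0). Thbs1 (-1.13), the fibril-associated collagen gene Col12a1 (-1.06), the tenascin gene Tnc (-1.05) and Thbs2 (-0.95) changed most. Smaller decreases followed in other lists. Of 23 TGF-beta response genes, 4 fell, namely Ccn2 (-0.87, 180 to 98.1 RPKM), Ankrd1 (-0.82), Ccn1 (-0.74) and Id2 (-0.71), and the list had a median of -0.40 (-0.23 relative to all genes, percentile 0.02). Of 20 genes for cholesterol synthesis and uptake 6 fell, Idi1 (-0.73), Nsdhl (-0.71), Acat2 and Hmgcs1 (both -0.67) most, with a median of -0.45 (-0.28 relative to all genes, percentile 0.01). The 15 super-enhancer factors had a median of -0.39 with no member past the limit (-0.22 relative to all genes, percentile 0.42), with Chd4 at -0.54. The 24 G-quadruplex helicases and binders had a median of -0.31 (-0.14 relative to all genes, percentile 1.73), and 2 members fell, the helicase genes Atrx (-0.67) and Ddx5 (-0.66), while Dhx9 lay just inside the limit; under each of the other scalings Atrx and Ddx5 lay inside it as well. Matching the random lists on transcript length as well moved the percentiles of these last 2 lists to 3.11 and 6.54, inside the percentile limits, whereas the matrix, contractile, TGF-beta response and cholesterol lists stayed outside it. With totals that left out Rn45s, Mir6236 and Lars2, 4 matrix genes, 0 TGF-beta response genes and 0 cholesterol genes fell.

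Interferon response genes moved in the opposite direction. Of 25 measured members 21 rose and 0 fell, with a median of 1.47 (1.64 relative to all genes, percentile 100). After Ccl5 (4.09) and Ifit1 (2.67), the largest increases were those of Ifit3b (2.22) and Cxcl10 (2.20, 16 to 97 reads), and the interferon regulatory factor gene Irf7 rose by 2.03. Ifit3 and Ifit3b are close paralogs, so reads cannot be assigned to 1 of them with certainty. The largest increase of a protein-coding gene with a mean RPKM of 5 or more was that of Gsta4, a glutathione S-transferase that conjugates lipid peroxidation products, which went from 82 to 1050 reads (4.20, 23.8-fold, 19.04 to 30.24). The prolactin family members Prl2c4 (3.16), Prl2c3 (3.16), Prl2c2 (3.13) and Prl2c5 (2.51) rose as well but are paralogs that share reads. Of 78 small nucleolar RNAs, which guide the modification of ribosomal RNA, 33 rose and 4 fell, with a median of 0.52 (0.70 relative to all genes, percentile 100). The 4 with the largest increase had few reads, from 6 to 17 for Snora61 (2.12), 24 to 53 for Snord70 (1.98), 4 to 12 for Snord35b (1.96) and 5 to 12 for Snord72 (1.86). The share of Rn45s, Mir6236 and Lars2 was also higher in this library. The 2 went together in TGFB1 with miR-9-LOF over TGFB1 too, where 27 of 78 small nucleolar RNAs rose and 8 fell (median 0.31). The share of the 3 genes was 28.9% there against 16.4%. After TGFB1 alone they did not go together, as 32 of 78 rose and 6 fell (median 0.45). That share was then 16.4% against 19.2% in the control library, which the comparison of miR-9-LOF with control also uses.

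Of the remaining lists, none lay outside the percentile limits at the deposited scaling. The fallen genes named in this paragraph lay inside the limit of 0.58 with totals without Rn45s, Mir6236 and Lars2. The TGF-beta pathway components had a median of -0.28 (3 of 19 fell, Ltbp1, Ltbp2 and Bmpr2, percentile 8.48), cell cycle genes -0.24 (4 of 34 fell, Mki67, Top2a, Cenpe and Tpx2, percentile 9.49), H3K4 methylation genes -0.30 (2 of 20 fell, Bod1l and Kmt2a, percentile 4.63) and small RNA machinery -0.33 (0 of 11, percentile 5.87). The inflammatory and NF-kB list stood at -0.26 (1 of 14 fell, Ccl7, percentile 11.7), fibroblast markers at -0.20 (Ly6a rose and Pdgfrb fell among 12, percentile 31.2), p53 targets at -0.05 (1 of 17 rose, Bbc3, percentile 88.0) and immediate early genes at -0.01 (Dusp1 fell and Fosl1 rose among 21, percentile 97.0). Ribosomal protein genes had a median of -0.07 (3 of 82 fell, percentile 86.4), nuclear-encoded respiratory chain genes -0.13 (7 of 74 fell, percentile 57.0), unfolded protein and amino acid stress genes -0.12 (3 of 19 fell and 1 rose, Trib3 at 0.85 and Hsp90b1 at -0.80, percentile 54.6), structural and nuclear noncoding RNAs -0.12 (2 of 10 fell and 1 rose, percentile 63.0) and microRNA precursors -0.12 (9 of 53 fell and 11 rose, percentile 77.9). The direction of most of these medians depended on the scaling. They turned above 0 with totals without Rn45s, Mir6236 and Lars2, for cell cycle (0.039), inflammatory (0.024), fibroblast (0.013), p53 (0.19), immediate early (0.27), ribosomal protein (0.20), respiratory chain (0.13), unfolded protein stress (0.17), structural noncoding (0.096) and microRNA precursor genes (0.13), and immediate early genes (percentile 97.7) and small RNA machinery (-0.19, percentile 0.820) then lay outside the percentile limits, as they did under the other scalings except centring. The medians of the p53, immediate early, ribosomal protein, respiratory chain and unfolded protein lists lay above 0 under each of the other scalings. With genes drawn independently, 1.15 of the 23 measured lists would be expected outside the limits, and 8 were. Genes of a list can move together and some lists share genes, so that expectation may be too low. Markers of other cell types were scarce: 1 epithelial marker was measured, Krt7 (-0.70), no endothelial marker reached a mean RPKM of 1, and of leukocyte markers Cd14 (0.17) and Cd68 (0.13) did.

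The genes that the study had picked as miR-9 targets were tested as a list of 5. The study had picked Zdhhc5, Ncl, Lzts2 and Hdac7 from its data on miR-9 binding to chromatin in this cell line. By qRT-PCR in independent experiments it reported significantly lower expression of the target genes it analysed after miR-9-LOF. The study took this to back its RNA-seq results. The values below come from 1 library per condition and do not repeat the qRT-PCR. None of the 5 passed the limit, with a median of -0.21 (percentile 34.4). The median was -0.04 when centred and turned to 0.044 with totals without Rn45s, Mir6236 and Lars2, so the ratios below hold for the deposited scaling. Zdhhc5, a palmitoyltransferase gene on chromosome 2 (84687920 to 84715164), had a ratio of 0.796 (0.733 to 0.864), the nucleolin gene Ncl on chromosome 1 (86344719 to 86359455) 0.804 (0.776 to 0.833) and the acetyltransferase gene Ep300 on chromosome 15 (81586209 to 81652077) 0.845 (0.770 to 0.926). Lzts2 on chromosome 19 (45015176 to 45027115) had a ratio of 0.981 (0.906 to 1.06) and the deacetylase gene Hdac7 on chromosome 15 (97792661 to 97844502) 0.952 (0.876 to 1.03), whose intervals include 1. The nuclear long non-coding RNA Malat1, on chromosome 19 from 5795690 to 5802672, fell by 0.73 (ratio 0.603, 0.593 to 0.613), but lay inside the limit under the other scalings, at -0.43 to -0.57. C130071C03Rik, the host transcript of a miR-9 precursor on chromosome 13 (83721381 to 83741308), had 19 and 9 reads, too few to show a difference. Among non-coding transcripts of 200 nt or more, Rprl2 (-0.97) and Rprl3 (-0.89) fell most, and Lncpint (1.47) and Scarna13 (1.36) rose most.

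Genes with sites for miR-9-5p in the 3′ UTR were examined because block of a cytosolic microRNA would raise its seed-matched targets. The 1037 genes with a 7mer-m8 or 8mer site had a median of -0.22, against -0.23 in random lists of genes without a site matched on expression and UTR length (percentile 88.2). The 324 genes with an 8mer site lay at percentile 52.7. Targets of miR-9-5p known from other cell types had a median of -0.32, with 2 of 15 fallen, Hes1 (-0.82) and Map1b (-0.67, inside the limit under the other scalings), at percentile 3.90. Transcript length moved with the comparison: the median was -0.06 in the shortest of 10 equal groups of transcripts, where 147 fell and 103 rose, and -0.37 in the longest, where 305 fell and 2 rose.

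The effect of TGFB1 in cells with the control antagomiR was examined next. After TGFB1, known targets of its pathway and matrix genes were higher, and Id1 and Id3, which encode inhibitors of DNA binding, were lower. The connective tissue growth factor gene Ccn2, on chromosome 10 from 24595442 to 24598683, rose from 180 to 534 RPKM (2.96-fold, 2.90 to 3.02). The neural cell adhesion molecule gene Ncam1 (4.21-fold, 3.99 to 4.44) and the lysyl oxidase gene Lox (4.14-fold, 11.6 to 48.0 RPKM) showed the largest increases. Ly6c1 (ratio 0.295, 0.251 to 0.346) and Id1 (ratio 0.359, 0.284 to 0.450) were among the genes with the largest decreases.

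Of 18956 transcripts 455 fell and 432 rose (51.3% lower, median -0.01), and by gene 278 of 9527 fell and 255 rose. With totals without Rn45s, Mir6236 and Lars2 the split was 573 to 372 (60.6% lower), and it turned to 396 against 478 (45.3%) when centred, 430 against 440 (49.4%) with the upper quartile and 91 against 132 (40.8%) at a log2 limit of 1. Of the 23 TGF-beta response genes 9 rose and 4 fell, with a median of 0.35 (percentile 100). Pmepa1 (1.74) and Ccn2 (1.56) rose most, and Id1 fell by 1.31. Collagens and matrix genes had a median of 0.18 (12 of 36 rose, percentile 100), led by Lox (1.96), the fibrillin gene Fbn1 (1.36), Timp1 (1.098) and Col5a1 (0.91). Contractile genes had a median of 0.23 (percentile 99.98), with 1 of 20 risen, Tagln (0.60), and 0 with totals without Rn45s, Mir6236 and Lars2. TGF-beta pathway components had a median of 0.13 (percentile 99.2), with Tgfb3 (0.71) and Tgfb1 (0.67) among 3 that rose and Smad3 (-0.74) and Tgfbr3 (-0.69) fallen, and lay at percentile 96.5 when length was matched too. Outside these lists Vegfa (1.64), Spsb1 (1.62), Spp1 (1.58), Tnfrsf11b (1.55) and Fstl3 (1.38) rose, and Ramp3 (-1.65), Rasl11a (-1.64), Pkdcc (-1.57), Cebpd (-1.33), Aqp1 (-1.23), Tinagl1 (-1.22), Id3 (-1.22) and Septin4 (-1.21) fell.

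Several other groups shifted with TGFB1. Cell cycle genes had a median of -0.24 (percentile 0), although Ccnd1, which encodes cyclin D1, was the single member past the limit (-0.96). Interferon response genes had a median of -0.19 (2 of 20 fell, Ifit3 and Gbp2, percentile 0.14), fibroblast markers -0.24 (Ly6a and Twist1 of 12 fell, percentile 0.49) and respiratory chain genes -0.15 (3 of 74 fell, Ndufa12, Ndufc1 and Atp5k, percentile 0.01, and 4.00 when length was matched too). Small nucleolar RNAs had a median of 0.45 (32 of 78 rose and 6 fell, percentile 100), with Snord15b going from 776 to 2004 reads (1.69). MicroRNA precursors had a median of -0.21 (15 of 53 fell and 4 rose, percentile 0). The structural noncoding RNAs had a median of -0.24 (percentile 0.81, and 4.43 when length was matched too), with Rmrp the 1 member of 10 that rose (0.64). Targets of miR-9-5p known from other cells had a median of 0.22 (3 of 16 rose, Runx1, Foxp1 and Hes1, and Lifr fell, percentile 99.96). The remaining lists lay inside the limits. The study-selected genes had a median of 0.22 (-0.37 to 0.31, bootstrap over genes, percentile 97.2). Their mean was 0.03 and 0 of 5 passed the limit, so they did not all move in the same direction. Medians of the others were ribosomal proteins -0.03 (percentile 64.1, with Rps26 fallen), immediate early genes 0.02 (75.6, with Egr2 risen and Dusp1 fallen), inflammatory genes -0.16 (5.05, with Il1rl1, Ptgs2 and Lif risen and Nfkbia fallen), p53 targets -0.05 (26.3, with Plk2 and Gadd45a risen), unfolded protein stress 0.01 (76.8), cholesterol synthesis 0.04 (89.5), super-enhancer factors 0.04 (79.8, with Smad3 fallen), H3K4 methylation -0.03 (33.3), G-quadruplex binders 0.05 (86.8) and small RNA machinery 0.12 (95.2). Rps26 (-0.59) and Nfkbia (-0.58) lay inside the limit when centred. The medians of immediate early genes, unfolded protein stress and super-enhancer factors turned below 0 with totals without Rn45s, Mir6236 and Lars2, to -0.024, -0.036 and -3.1e-05. Among non-coding transcripts, a non-coding transcript of Ccn4 (1.75) and Gm15270 (1.66) rose most and H2af-ps2 (-0.68) and Scarna6 (-0.60) fell most. Gm15270 overlaps Ccn2 and reads were counted without regard to strand, so the reads of these genes cannot be told apart. The share of Rn45s, Mir6236 and Lars2 was 16.4% after TGFB1 against 19.2% in the control library.

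The comparison of both treatments with TGFB1 alone showed the effect of miR-9-LOF in stimulated cells, in libraries that the first comparison does not use. Contractile, matrix and TGF-beta response genes were again lower and interferon genes higher. Acta2 dropped from 420 to 214 RPKM (ratio 0.510, 0.498 to 0.522), Tagln from 142 to 64.8 RPKM (0.456, 0.432 to 0.480) and Ccn2 from 534 to 293 RPKM (0.548, 0.537 to 0.560). The collagen gene Col1a1 dropped from 762 to 478 RPKM (0.627, 0.621 to 0.634). Ifit3 was 15.4-fold higher (11.3 to 21.4), Gsta4 went from 42 to 696 reads, and Ccl5 from 1 to 191 reads (ratio 219, 38.8 to 8695).

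Of 18979 transcripts 249 fell and 303 rose (45.1% lower, 40.9 to 49.4, median -0.08), and by gene 141 of 9535 fell and 196 rose. Other scalings lowered the share of decreases, to 20.8% (108 and 410) when centred, 29.5% with the upper quartile, 31.3% with the trimmed mean, 22.5% with equal protein-coding totals, 27.2% without Rn45s and 9.90% (58 and 528) without Rn45s, Mir6236 and Lars2. At a limit of 1 it was 11.3%, whereas pseudocounts of 0.1 and 0.01 turned the split, to 53.7% (531 and 458) and 54.6% lower. The shifts of scale lay between -0.08 and -0.23. Of the contractile genes 13 of 20 fell (median -0.65, -0.57 relative to all genes, percentile 0), with Actg2 (-1.19), Tagln (-1.12), Lmod1 (-1.02) and Acta2 (-0.97) lowest. Of 37 matrix genes 8 fell (-0.41, percentile 0), among them Timp3 (-0.91), Thbs1 (-0.76) and Tnc (-0.74), and of 22 TGF-beta response genes 4 fell (-0.37, percentile 0), among them Ccn2, Ccn1 and Pmepa1. Cholesterol genes had a median of -0.31 (percentile 0.01) with none of 20 past the limit. With totals without Rn45s, Mir6236 and Lars2, which took 28.9% of counts here against 16.4%, 6 contractile genes, 1 matrix gene and 1 TGF-beta response gene fell.

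Interferon response genes rose in 24 of 25 cases (median 1.67, percentile 100), and besides Ccl5 (4.21) the largest were Ifit3 (3.04), Ifit3b (2.94) and Ifit1 (2.70). Irf7 (2.05) and the ubiquitin-like modifier gene Isg15 (2.02) rose as well, as did Gsta4 (3.71) and the paralogs Prl2c2 (3.26), Prl2c3 (3.21) and Prl2c4 (3.21). Small nucleolar RNAs (0.31, 27 of 78 rose and 8 fell, percentile 100), microRNA precursors (0.15, 17 of 53 rose and 9 fell, percentile 100), structural noncoding RNAs (0.18, percentile 99.96), p53 targets (0.09, percentile 99.9) and immediate early genes (0.02, percentile 99.4) also lay above the limits. Ribosomal protein genes (-0.04) and respiratory chain genes (-0.03) lay at percentile 99.9 with none past the limit, but at 38.2 and 61.5 when length was matched too, and their medians were between 0.03 and 0.19 under the other scalings tried. The study-selected genes had a median of -0.12 (percentile 51.7), with Zdhhc5 at a ratio of 0.798 (0.744 to 0.855) and Ncl at 1.08 (1.05 to 1.11). Malat1 had a ratio of 1.01 (0.992 to 1.02). The other lists lay inside the limits, with medians of -0.14 for TGF-beta pathway components (percentile 11.5, with Ltbp2 and Tgfb2 fallen), -0.09 for cell cycle genes (70.1), -0.14 for inflammatory genes (41.3), -0.08 for unfolded protein stress (74.3, with Trib3 and Chac1 risen), -0.13 for super-enhancer factors (35.8), -0.13 for H3K4 methylation (19.4), -0.03 for G-quadruplex binders (89.8), -0.08 for small RNA machinery (39.2), -0.17 for known miR-9-5p targets (7.20) and -0.12 for fibroblast markers (32.6, with Ly6a risen and S100a4 fallen). Ltbp2, Tgfb2 and S100a4 lay inside the limit with totals without the 3 genes. The medians of these 10 lists and of the study-selected genes lay above 0 with totals without Rn45s, Mir6236 and Lars2, between 0.025 and 0.18. The 1081 genes with a miR-9-5p site had a median of -0.10 against -0.08 in matched lists (percentile 0.88), and the 339 genes with an 8mer site lay at percentile 16.2. Gm15270 (-0.84) and D030025P21Rik (-0.73) fell most among non-coding transcripts, and Scarna13 (1.26) and B830017H08Rik (0.76) rose most. The length trend ran from -0.01 in the shortest of the 10 length groups to -0.13 in the longest.

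The changes after miR-9-LOF were shared between both backgrounds more often than independent lists would be. Of 9132 genes measured in both, 111 rose in both pairs of libraries out of 182 and 188 (3.75 expected), and 81 fell in both out of 617 and 136 (9.19 expected). When centred, 152 rose in both out of 358 and 249 (9.76 expected) and 30 fell in both out of 174 and 59 (1.12 expected). With totals without Rn45s, Mir6236 and Lars2, 197 rose in both out of 513 and 327 (18.4 expected) and 16 fell in both out of 114 and 40 (0.499 expected). At the deposited scaling, of the genes that fell without TGFB1, 5 rose with it, and of those that rose, 0 fell. Across genes, which are not independent replicates, Pearson's r of the folds was 0.57 and Spearman's rho 0.36.

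**Figure D1:**
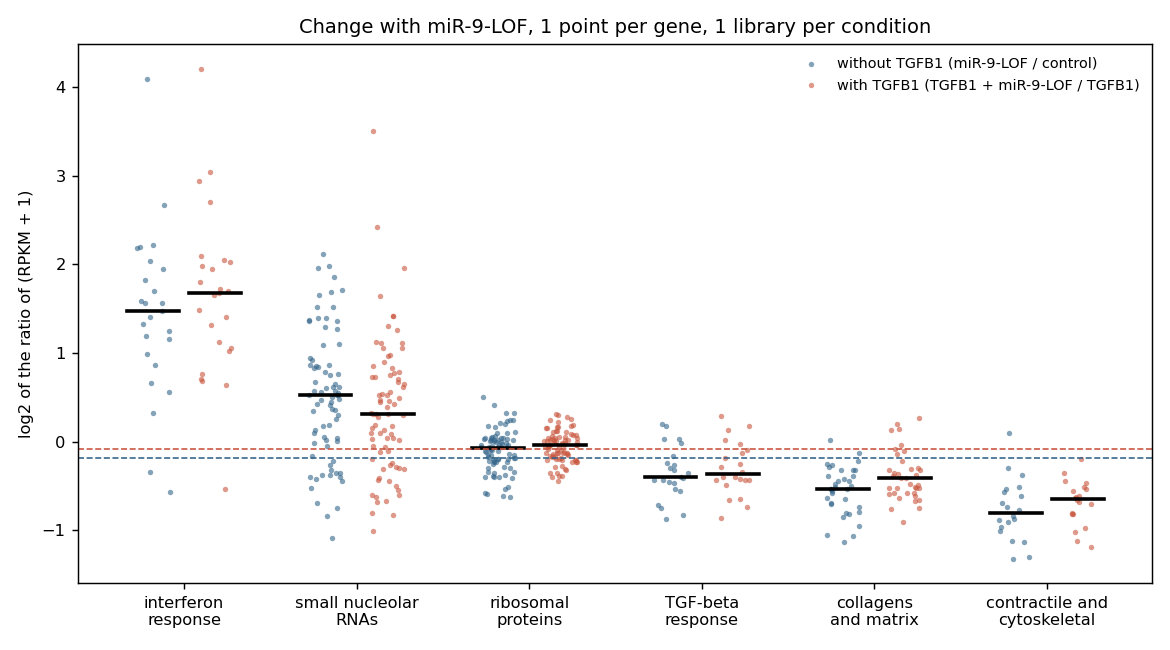
Log2 change of RPKM + 1 after miR-9-LOF (vertical axis) of each measured gene in 6 lists, without TGFB1 (blue) and with TGFB1 (red), 1 library per condition, with black bars at the list medians and dashed lines at the median of all transcripts (-0.18 and -0.08). Interferon response genes had medians of 1.47 and 1.67 and contractile genes -0.80 and -0.65, while ribosomal protein genes lay at -0.07 and -0.04, both above 0 under the other scalings tried.

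Whether the response to TGFB1 depended on miR-9 was examined by comparing the TGFB1 fold without and with miR-9-LOF. In each background 9 of the 23 TGF-beta response genes rose and 4 fell, and the levels of Ccn2, Lox and Pmepa1 were lower after miR-9-LOF. Ccn2 rose 2.96-fold without and 2.98-fold (2.87 to 3.10) with miR-9-LOF, Lox 4.14-fold and 4.71-fold (4.27 to 5.21), and Pmepa1 3.43-fold and 3.06-fold (2.88 to 3.26). The highest levels of Ccn2 were 534 RPKM without and 293 RPKM with miR-9-LOF. Over the 23 TGF-beta response genes the median fold was 0.35 without and 0.42 with miR-9-LOF, and the median difference was 0.04 (-0.05 to 0.09, bootstrap over genes). It was -0.01 (-0.11 to 0.03) with totals without Rn45s, Mir6236 and Lars2. For the 10 list members that TGFB1 raised in either background the difference was -0.08 (-0.24 to 0.18), and -0.14 (-0.29 to 0.12) with those totals. By qRT-PCR the study reported that TGFB1 raised its selected target genes and that this depended on miR-9. It stated that RNA-seq of MLg cells backed this, and plotted levels over all genes together. For the 5 study-selected genes the difference here was 0.05 (-0.05 to 0.41), and -0.003 (-0.10 to 0.36) with those totals, too wide to decide.

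Of the 260 genes raised by TGFB1 on average of both backgrounds, the median folds were 0.77 and 0.82, a difference of 0.05 (-0.00 to 0.08), against a difference of 0.08 for all genes. Under the other scalings their difference lay between -0.08 and 0.03. The same genes had miR-9-LOF folds of -0.31 without and -0.24 with TGFB1. With totals without Rn45s, Mir6236 and Lars2 these were -0.091 and -0.025. The 181 genes lowered by TGFB1 had median folds of -0.81 and -0.71, a difference of 0.12 (0.08 to 0.18). Of 9209 genes, 164 rose with TGFB1 in both backgrounds out of 244 and 660 (17.5 expected) and 107 fell in both out of 270 and 225 (6.60 expected). With totals without Rn45s, Mir6236 and Lars2, 127 rose in both out of 207 and 401 (9.01 expected) and 151 fell in both out of 332 and 354 (12.8 expected). In cells with miR-9-LOF, TGFB1 was followed by 379 fallen and 1292 risen transcripts of 18531 (22.7% lower, median 0.07). The split was 676 to 675 (50.04%) with the trimmed mean, 358 to 1415 (20.2%) when centred, 406 to 1166 (25.8%) with equal protein-coding totals, 492 to 912 (35.0%) with the upper quartile, 613 to 740 (45.3%) without Rn45s and 597 to 763 (43.9%) without Rn45s, Mir6236 and Lars2. Of the 23 lists 8 lay above the limits and 0 below, namely TGF-beta response genes (0.42, 9 of 23 rose and 4 fell), matrix genes (0.36, 13 of 36 rose), contractile genes (0.39, 4 of 20 rose), cholesterol genes (0.21), super-enhancer factors (0.25), G-quadruplex binders (0.34), known miR-9-5p targets (0.26) and small nucleolar RNAs (0.30). When length was matched too, super-enhancer factors moved from percentile 97.62 to 91.3 and known miR-9-5p targets from 98.4 to 94.8, inside the limits. With totals without Rn45s, Mir6236 and Lars2 super-enhancer factors moved to 97.0, TGF-beta pathway components moved from 97.2 to 97.9, and 2 contractile genes rose. Ncam1 (1.97), Tnfrsf11b (1.81), Spp1 (1.68), Fbn1 (1.63), Vegfa (1.54), Tnnt2 (1.503) and Cdh11 (1.31) rose, as did Ncl (0.68, but 0.54 with the trimmed mean, 0.56 without Rn45s and 0.57 without Rn45s, Mir6236 and Lars2, inside the limit), and Ramp3 (-1.75), Ly6c1 (-1.51), Pkdcc (-1.39), Id1 (-1.28), Aqp1 (-1.24), Socs3 (-1.19) and Id3 (-1.17) fell. The share of Rn45s, Mir6236 and Lars2 was 34.1% and 28.9% in these libraries, and the length trend ran from -0.05 in the shortest of the 10 length groups to 0.29 in the longest.

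**Figure D2:**
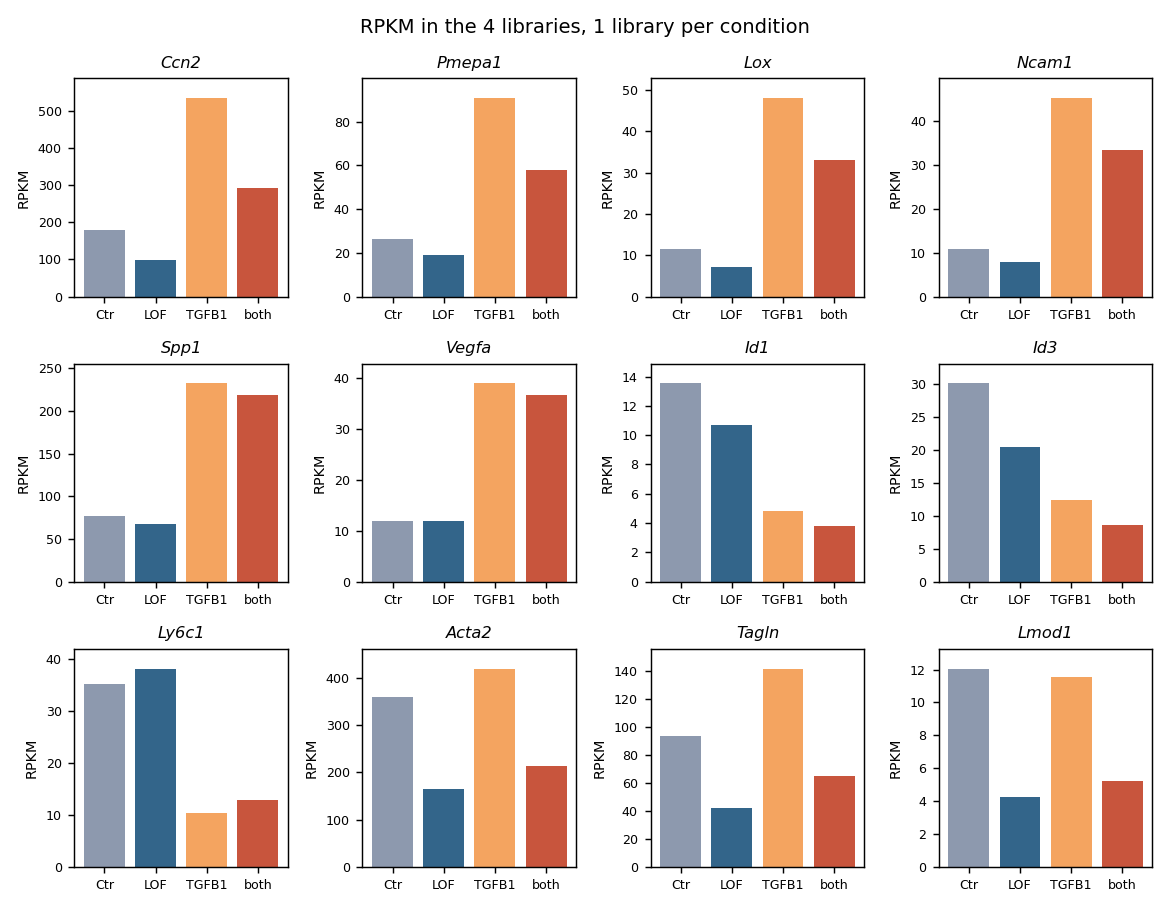
RPKM (vertical axis, from 0) of 12 genes in the 4 libraries, 1 bar per library and 1 library per condition (Ctr, control; LOF, miR-9-LOF; both, TGFB1 with miR-9-LOF). Ccn2 stood at 180, 98.1, 534 and 293 RPKM, Acta2 at 360, 164, 420 and 214 RPKM, and Ly6c1 fell with TGFB1 in both backgrounds (-1.67 and -1.51).

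Compared with cells given the control antagomiR without TGFB1, TGFB1 with miR-9-LOF left 801 of 18980 transcripts lower and 414 higher (65.9% lower, median -0.08). The share was 39.7% with centred folds, 49.95% with the upper quartile, 55.2% with the trimmed mean, 43.4% with equal protein-coding totals, 56.3% without Rn45s and 37.0% without Rn45s, Mir6236 and Lars2. At a limit of 1 the split turned, with 144 lower and 156 higher (48.0%). Pseudocounts of 0.1 and 0.01 gave 1254 and 1323 lower transcripts, with shares of 65.8% and 65.4%. Acta2 stood at 214 RPKM against 360 RPKM and Ccn2 at 293 RPKM against 180 RPKM. After both treatments the contractile gene was thus below and the TGFB1 target above its level in the control library.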

Values the study reported

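The study reported 3320 transcripts as significantly affected by miR-9-LOF in MLg cells. Of these, 881 (26.5%) had increased and 2439 (73.5%) had decreased. For the decreased transcripts it gave a median level of 1.03 log2 RPKM after miR-9-LOF, with an interquartile range of 1.51, compared with a median of 1.50 and an interquartile range of 1.81 in control cells.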

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

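Both genes described here were singled out after their values were seen, because the effect of a treatment had opposite signs in the 2 backgrounds, and no difference between backgrounds was tested, since each condition had 1 library. Ndufa12, which encodes a subunit of respiratory complex I (chromosome 10, 94199035 to 94221440), stood at -0.95 after miR-9-LOF without TGFB1 and at 0.34 with TGFB1, a difference of 1.29. The same libraries gave a TGFB1 effect of -0.95 without and 0.33 with miR-9-LOF, again 1.29 apart. The control library without TGFB1 was thus the highest. The library with both treatments lay above those with a single treatment but stayed below control. Rmrp, the RNA component of the mitochondrial RNA processing endoribonuclease (chromosome 4, 43492785 to 43493059), stood at 0.64 after TGFB1 in cells with the control antagomiR and at -0.16 in cells with miR-9-LOF, a difference of -0.80.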

How the results depend on the processing

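Totals without Rn45s, totals without Rn45s, Mir6236 and Lars2, and thinning were chosen after the data were seen, thinning before its own result was known. No paired analysis was possible by replicate number because each condition had 1 library, so that the groups compared share fewer than 2 replicate numbers. The libraries could be paired by TGFB1 background instead, and such a fit was left out. Thinning of all libraries to the smallest total kept every count of fallen and risen transcripts within 1.5 times, as did the authors' deposited folds in the 3 comparisons with control, the only ones they cover. A value counts as reversed where it lay past its limit and changed sign, and as the same where it stayed on its side of the limit. Of 1414 list medians under the alternatives 1333 were the same, 46 became more extreme than the percentile limits, 23 moved inside them and 12 reversed. A further 107, of lists inside the percentile limits, changed sign, 101 of those counted as the same and 6 of those that became more extreme, and 30 of the 107 did so with totals without the 3 genes, Rn45s, Mir6236 and Lars2. Of 4323 values of named genes 3881 were the same, 166 passed the limit newly, 276 moved inside it and 0 reversed, while 22 values of 8 genes inside the limit changed sign, 8 of them with those totals. Depth limits the transcripts with few reads, and more so in the miR-9-LOF library, where the median count was 108.

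For miR-9-LOF over control (1314 fallen, 270 risen, 83.0% lower, median -0.18), the scaling changed the direction of the split. Centred folds gave 321 fallen, 589 risen, 35.3% lower and a median of -0.016. Upper-quartile scaling gave 410, 523, 43.9% and -0.050, the trimmed mean 284, 698, 28.9% and 0.0074, and equal protein-coding totals 456, 507, 47.4% and -0.058. Totals without Rn45s gave 384, 545, 41.3% and -0.043, and those without the 3 genes 204, 856, 19.2% and 0.051. These scalings each lower the library total or factor of miR-9-LOF relative to control, which by construction raises every fold. A limit of 1 gave 56 fallen, 104 risen and 35.0%. A pseudocount of 0.1 gave 2765, 446, 86.1% and -0.22 and one of 0.01 gave 3008, 478, 86.3% and -0.23, since smaller pseudocounts let low transcripts pass. CPM, which changes the unit and the filter together, gave 2900, 455, 86.4% and -0.19, and the cause was not tested. Transcripts at 5 RPKM or more gave 755 fallen, 175 risen and a median of -0.17. The median was -0.14 with no filter and -0.15 at 0.1 RPKM. With 1 transcript per gene 624 fell (76.8%, median -0.17), with the longest 595 (76.5%, -0.17), fewer because fewer were counted. Without transcripts under 300 nt the share was 85.2%, and the cause was not tested.

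For TGFB1 over control (455 fallen, 432 risen), pseudocounts of 0.1 and 0.01 gave 823 and 667 and 874 and 720, and CPM 765 and 730. The filter at 5 RPKM gave 295 and 256, 1 transcript per gene 278 and 255, the longest 266 and 246, and a limit of 1 gave 91 and 132.

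For TGFB1 with miR-9-LOF over TGFB1 (249 fallen, 303 risen), the pseudocounts gave 531 and 458 and 577 and 479, which turned the split to more fallen than risen, CPM 462 and 521, 1 transcript per gene 141 and 196, the longest 145 and 193, and a limit of 1 gave 12 and 94. At 5 RPKM 191 rose. Fallen transcripts numbered 108 when centred, 147 with the upper quartile, 157 with the trimmed mean, 115 with protein-coding totals and 137 without Rn45s, and without the 3 genes 58 fell and 528 rose. The medians of ribosomal protein and respiratory chain genes turned from below to above 0, to 0.080 and 0.089 when centred, 0.047 and 0.059 with the upper quartile, 0.035 and 0.047 with the trimmed mean, 0.091 and 0.10 with protein-coding totals, 0.062 and 0.075 without Rn45s, and 0.19 and 0.19 without the 3 genes. Both medians were near 0 to begin with.

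For TGFB1 with miR-9-LOF over miR-9-LOF (379 fallen, 1292 risen), the pseudocounts gave 687 and 2674 and 741 and 2866, CPM 601 and 3114, the filter at 5 RPKM 242 and 526, 1 transcript per gene 232 and 666, the longest 226 and 644, and a limit of 1 gave 36 and 136. Centred folds gave 358 and 1415, equal protein-coding totals 406 and 1166, and upper-quartile scaling 492 and 912. The trimmed mean gave 676 and 675, totals without Rn45s 613 and 740, and those without the 3 genes 597 and 763.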

Other observations

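Tests chosen after the result was seen were those of ribosomal reads, of the single library, of leukocytes and of TGFB1 response, and the lists of NRF2 targets and of histones, whereas the tests of depth, length, GC content and miR-9-5p sites were set out before their own results were known.

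Genes of the oxidative stress response driven by the transcription factor NRF2 were higher in both miR-9-LOF libraries. Of 20 measured, 10 rose and 0 fell without TGFB1 (median 0.55, percentile 100) and 11 rose and 0 fell with it (0.64, percentile 100). Nqo1, which encodes a quinone reductase (chromosome 8, 107388225 to 107403205), stood at 2.06 RPKM in the control library, 10.1 RPKM after miR-9-LOF, 1.72 RPKM after TGFB1 and 7.22 RPKM after both. The heme oxygenase gene Hmox1 (chromosome 8, 75093618 to 75100593) stood at 36.7, 126, 40.1 and 97.48 RPKM in that order. The list was made after Gsta4 had been seen, which it contains. TGFB1 itself left it slightly lower, at -0.16 with the control antagomiR (2 fell, percentile 1.40) and -0.34 with miR-9-LOF (2 fell, percentile 0.01).

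Histone genes were lower after TGFB1. Of 65 measured, 20 fell and 0 rose with the control antagomiR (median -0.40, percentile 0), and 48 fell and 0 rose with miR-9-LOF (-0.66, percentile 0). After miR-9-LOF alone their median was 0.25, with 7 risen and 0 fallen (percentile 100; 19 rose when centred and 29 with totals without Rn45s, Mir6236 and Lars2), and with TGFB1 present it was 0.00 (percentile 99.99, and 71.5 when length was matched too). With the latter totals the medians after TGFB1 were -0.45 and -0.77, and those of the NRF2 list after miR-9-LOF 0.82 and 0.84 (16 and 13 rose). Those totals lower the TGFB1 folds and raise the miR-9-LOF folds by construction, so they could not have turned either direction. Centring raised the TGFB1 folds, and the histone medians after TGFB1 were then -0.37 and -0.65.

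Counted without a filter at the study's limit, 1353 transcripts fell after miR-9-LOF and 306 rose. Both counts are lower than those quoted from the study above. Smaller pseudocounts gave more fallen transcripts (2765 and 3008), and while the reporting summary of the study names DESeq2 for differentially expressed genes in general, nothing in the sources used here ties it or another selection beyond the limit to these transcripts. The fallen transcripts had a median log2(RPKM + 1) of 3.13 in the control library and 2.38 after miR-9-LOF. Both medians are higher than those quoted from the study above, for a set of transcripts that is not the same.

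More transcripts fell than rose after miR-9-LOF. Lower depth is argued against, since thinning all libraries to the smallest total left 4.38 times as many fallen as risen transcripts. Ribosomal reads in the total could account for the excess, and without Rn45s, Mir6236 and Lars2 the share of decreases was 19.2%, past an even split, so this test leaves open how much of it they explain. The tests of length and GC content do not decide, because centring alone ended the excess (321 fallen against 589 risen) before either trend was removed, and the numbers then left were 105% and 72.8% of the centred count, so the bound set beforehand for length was wrong. A property of the single library also stays open, as the fallen transcripts had a centred median of -0.11 (-0.13 to -0.09) in the second pair against -0.50 in the first, and so does an effect of miR-9-LOF itself, which was not tested.

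Interferon response genes were higher in both miR-9-LOF libraries. Reads of the 3 genes took a larger share of the total in these libraries, which lowers the other RPKM values there and does not raise them. Leaving the 3 genes out therefore raised every fold by construction. The lower of the 2 list medians was then 1.69, which is no further evidence because it could not have fallen. Direct release of these genes from miR-9-5p is argued against by their 3′ UTRs, of which 4.76% (1 of 21) held a site against 8.001% in genes with UTRs of like length (percentile 32.8). MLg cells are a fibroblast line, and of 11 leukocyte markers listed 4 were in the table. These markers alone cannot exclude leukocytes in the culture, because 2 passed the filter, Cd14 and Cd68, too few to decide. The median of these 2 was 0.15 without TGFB1 and -0.04 with it. Of the 2 below the filter Csf1r was lower in both pairs (-0.22, 48 to 14 reads, and -0.19, 41 to 22 reads). Lyz2 was lower without TGFB1 (-0.36, 13 to 2 reads) and higher with it (0.38, 0 to 6 reads). An effect of miR-9-LOF itself stays open and was not tested.

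TGFB1 response genes were lower in level after miR-9-LOF. The 260 genes that TGFB1 raised were lower without TGFB1 too, by a median of -0.31 at the deposited scaling. With totals without Rn45s, Mir6236 and Lars2 it was -0.091 (-0.13 to -0.05), the highest under any scaling tried. This does not decide against a smaller fold response to TGFB1 as the whole source. The genes were picked in the same libraries for low levels without TGFB1, which can favour genes low by noise in the less deep miR-9-LOF library. The 181 genes that TGFB1 lowered stood at -0.06 without TGFB1, above the -0.17 of all genes. As a part of it a smaller fold stays open as well. The fold with miR-9-LOF minus that without was 0.046 (-0.00 to 0.08) over the 260 raised genes but -0.08 (-0.13 to -0.03) with the trimmed mean, against a level of -0.16 with TGFB1. Over the list, which holds genes that TGFB1 raised and lowered, this difference of folds was 0.041 (-0.05 to 0.09), and for the 10 raised list genes -0.08 (-0.24 to 0.18), too wide to decide. Lower levels before TGFB1 may be the source, with medians over the same 10 genes of -0.35 without and -0.34 with TGFB1, and of -0.14 to -0.21 without TGFB1 under most other scalings, but with totals without the 3 genes these were -0.08 without and -0.12 with TGFB1, so this stays open together with an effect of miR-9-LOF itself, which was not tested.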
